A study of Homo sapiens with 4 samples. Its data were reported in "TWEAK/Fn14 signalling driven super-enhancer reprogramming promotes pro-metastatic metabolic rewiring in triple-negative breast cancer" (2024).

How the data were processed

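Accessible chromatin was mapped by ATAC-seq, in which the Tn5 transposase inserts sequencing adaptors into open DNA, in SKBR3 cells. SKBR3 is an established HER2-positive breast cancer cell line with an amplified ERBB2 gene. There were 2 untreated libraries and 2 libraries from cells given the cytokine TWEAK at 10 ng/ml for 48 h, after 8 h of starvation and with fresh TWEAK after 24 h. Groups and replicate numbers were taken from the sample titles. The methods describe the replicates of cell lines as biological, and neither the labels nor the methods assign a library to a batch or a day.

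According to the methods, the authors removed adaptors with Trimmomatic, mapped reads to hg38 with Bowtie2, filtered mitochondrial reads with Bamtools, removed duplicates with Picard and called peaks with MACS2. Tool versions and MACS2 settings were not stated, and whether reads were shifted for the transposase was not stated either. A list of peaks was deposited for each library, so replicates were not pooled. The file names mark the removal of blacklisted regions. Every deposited peak was 501 bp wide, peaks of a list did not overlap, and the step that gave them this width was not stated.

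Each deposited peak carries a value that neither the file nor the labels name. From the values themselves, the deposited number was read as the -log10 of a p-value computed by the authors' peak caller. In each list, 100% of the values equalled the upper tail of a Poisson distribution for a whole-number pileup against a background that was the same for the whole list. Over the 40 lowest distinct values, the largest error was between 4.44e-05 and 5.19e-05. The size of the error at higher values is not given here. The lowest deposited value of each list was the first with a p-value under 0.01, uncorrected for multiple testing. This pileup counts reads as P(X ≥ k), and the other convention of the caller would shift every pileup by 1. The value is the authors' own and it depends on depth. Values of single peaks were used only to rank or filter peaks within a list. The background recovered from the values was used to compare the depth of the lists. Numbers of peaks and sites left after a filter were compared between lists.

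The design assumed values with a q-value among them. The files held an uncorrected -log10 p instead, so the planned stricter threshold of 5 was applied to that value. Differential testing with DiffBind, which the study used, needs reads and was not run. Lists were therefore compared by presence and overlap.

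Positions were compared with the hg38 reference, in which all 55 of the 55 sequence names were found and 0 held a peak past its end. Peaks on chromosomes 1 to 22 and X were used. Peaks of the 4 lists were merged into sites where they overlapped by at least 1 bp. A gained site had a peak in both TWEAK libraries and in neither untreated library, and a lost site had the opposite pattern. Sites with a peak in exactly 2 libraries in the other 4 patterns served as the background, since they show what replicate differences and chance detection produce. The treatment split ratio is the number of gained plus lost sites divided by the mean of the same sum over the other 2 splits of the libraries. A site was called strong when its peak lay above the 50th percentile of the list in both libraries that had it.

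Motifs were searched as consensus sequences on both strands within 100 bp of the centre of the best-ranked peak of a site, for 14 motifs. The AP-1 consensus was TGASTCA and the NF-kB consensus was GGGRNNYYCC, where S is C or G, R is A or G, Y is C or T and N is any base. Genes were the protein-coding genes of GENCODE release 44. A promoter site lay within 1 kb of a transcription start site, and remaining sites were assigned by their centre to exons, introns or intergenic sequence. A list of 34 genes of the TWEAK and NF-kB pathways was used with a distance of 100 kb, and all 34 were found in the annotation. The genes named were 12 loci fixed in advance. The sites named were the 5 gained and 5 lost sites with the highest value of the lower of their within-list rank percentiles.

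Differences between groups of libraries were tested by exact permutation of the treatment labels, two-sided. With 2 against 2 libraries the smallest possible p is 0.333, so no such test can pass 0.05. Sets of sites were compared by Fisher's exact test, two-sided, with 95% Woolf intervals for odds ratios, and 95% Wilson intervals for shares. P-values of the 14 motifs were adjusted by the Benjamini-Hochberg method. Sites are not replicates and neighbouring sites are not independent, so these p-values compare sets of sites of these 4 libraries and not the treatments. The gene list, the motifs and the rule for named items were chosen before the data were examined, and so were the comparisons of gained with lost sites and with the other patterns. Comparisons over the other splits of motifs, promoters and listed genes, and those of neighbouring peaks, were added after the data were seen.

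Alternatives were a -log10 p of at least 5, every sequence in the lists, equal numbers of top peaks, other overlap measures, other distances, the 75th percentile for strong sites, a logistic model with GC content and rank, the other patterns as the reference, a replicate block, and leaving out each library in turn. Windows of 50 bp to each side of the peak centre, a pileup of at least 5 times the background, and merging of peaks up to 500 bp apart were added after the data were seen.

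The steps were tested on simulated data. For the treatment split ratio, 20 simulations of 50000 sites had no treatment effect and libraries that differed in how readily they gave a peak. Site and library effects were additive on the logit scale. The ratios lay between 0.944 and 1.06. For strong gained and strong lost sites, 200 of the 200 planted sites were recovered in each set. The motif scan found 700 of the 700 planted motifs. Fisher's exact test gave a p under 0.05 in 5.5% of 400 comparisons of unchanged shares. The score decoding recovered a simulated background of 2.4.

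Computations were done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9. Read totals were not used here, so the background of each list stands in for relative depth.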

Results

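To examine whether TWEAK changes chromatin accessibility in a HER2-positive breast cancer line, ATAC-seq peak lists from untreated and TWEAK-treated SKBR3 cells were compared. TWEAK is the cytokine encoded by TNFSF12, and its receptor Fn14 is encoded by TNFRSF12A. There were 2 libraries in each group. The lists held 208407 and 228734 peaks in untreated replicates 1 and 2, and 218423 and 195388 peaks in TWEAK replicates 1 and 2. Every peak was 501 bp wide, and the lists covered between 97.9 and 115 Mb of chromosomes 1 to 22 and X. No list held a peak on chromosome Y or on the mitochondrial genome. The remaining sequences held between 73 and 90 peaks per list.

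The libraries differed in depth. The background pileup recovered from the deposited values was 3.59 in untreated replicate 1, 2.24 in untreated replicate 2, 2.63 in TWEAK replicate 1 and 1.85 in TWEAK replicate 2. Relative to the highest, the backgrounds of the other libraries were 0.623, 0.734 and 0.515. A peak needed a pileup of at least 10 in untreated replicate 1, 7 in untreated replicate 2, 8 in TWEAK replicate 1 and 7 in TWEAK replicate 2. These minima were 2.79, 3.13, 3.04 and 3.79 times the background, in the same order, so the lists do not share a threshold of enrichment. The median peak had a pileup of 7.5, 8.1, 8.7 and 10.8 times the background, in the same order. Median enrichment was thus higher in both TWEAK libraries than in both untreated libraries, and the source of this was not tested.

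The first question was whether TWEAK changed the number of peaks. On chromosomes 1 to 22 and X, untreated libraries had 218486 ± 14365 peaks (SD, n = 2) and TWEAK libraries had 206825 ± 16278 peaks (SD, n = 2). The difference, TWEAK minus untreated, was -11661.5 peaks, which is less than the SD of either group (exact permutation test, two-sided, p = 0.667). The smallest p this design allows is 0.333. The sign depended on the threshold. With only peaks whose pileup was at least 5 times the background, a setting chosen after the data were seen, the difference was 12579.5 peaks. With a -log10 p of at least 5 it was 906.5 peaks. Leaving out a library moved the difference to between -23171.5, without TWEAK replicate 1, and -151.5, without TWEAK replicate 2.

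The next comparison asked whether lists of the same treatment resembled each other more than lists of different treatments. The Jaccard index, the shared length divided by the joint length, was 0.507 between the untreated libraries and 0.538 between the TWEAK libraries. Across the 4 pairs with different treatments it ranged from 0.481 to 0.507. The mean difference was 0.0296 (exact permutation test, two-sided, p = 0.333, the smallest p possible). The untreated pair at 0.5074 was hardly above the highest mixed pair at 0.5066, so most of the difference came from the TWEAK pair. Without TWEAK replicate 2 the difference was 0.00941, without TWEAK replicate 1 it was 0.0189 and without untreated replicate 1 it was 0.0534. Among the other alternatives, a pileup of at least 5 times the background moved it most, to 0.0447.

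Merging all lists gave 307691 sites with a median width of 523 bp. Of these, 131751 (42.8%) had a peak in all 4 libraries and 89706 (29.2%) had a peak in 1 library. A further 47006 sites had a peak in exactly 2 libraries. There were 11080 gained sites, present in both TWEAK libraries only, and 11664 lost sites, present in both untreated libraries only. The other patterns held 6914 sites shared by untreated replicate 1 and TWEAK replicate 1, and 5118 shared by untreated replicate 2 and TWEAK replicate 2. Untreated replicate 1 and TWEAK replicate 2 shared 3650 sites, and untreated replicate 2 and TWEAK replicate 1 shared 8580. The treatment split thus held 22744 sites, against 12032 and 12230 for the other splits, a ratio of 1.87. It ranked first among the 3 splits (exact p = 0.333, the smallest possible). The ratio was highest, 2.60, with a pileup of at least 5 times the background. It fell to 1.04 without untreated replicate 1, to 1.16 without TWEAK replicate 2 and to 1.27 without untreated replicate 2. Without TWEAK replicate 1 it rose to 2.002. Fewer lists then define a site, and gained sites rose to between 19171, without untreated replicate 1, and 34394, without TWEAK replicate 2. Lost sites rose to between 19501, without TWEAK replicate 2, and 46774, without untreated replicate 1.

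**Figure D1:**
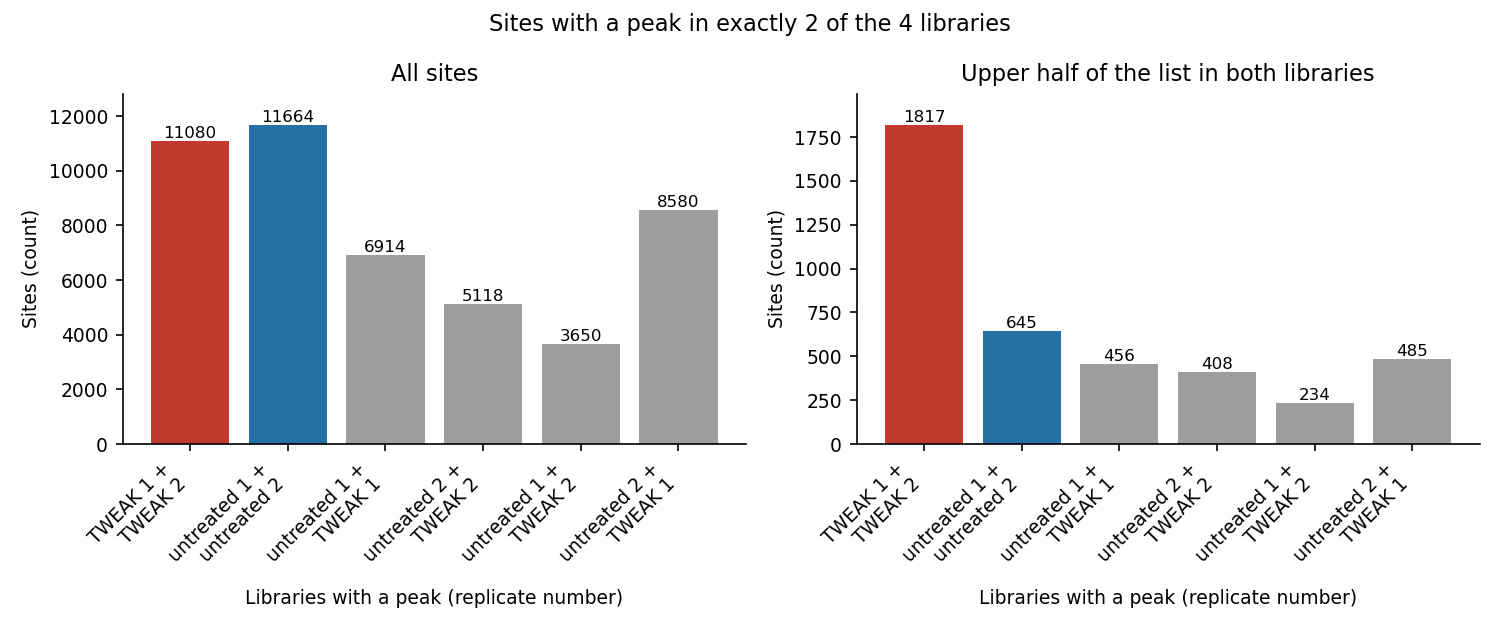
Number of sites (y axis, count) with a peak in exactly 2 of the 4 libraries, for each pair of libraries (x axis). The left panel shows all sites and the right panel strong sites, with gained sites in red, lost sites in blue and other patterns in grey; among strong sites the gained pattern holds 1817 and no other pattern exceeds 645.

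Gained and lost sites differed in strength. Among sites above the 50th percentile of the list in both libraries that had them, 1817 were gained and 645 were lost. The other patterns held 234, 408, 456 and 485 such sites. Strong sites made up 16.4% of gained sites and 5.53% of lost sites, compared with 5.65% to 7.97% in the other patterns. The number of lost sites depended on weak peaks. With a -log10 p of at least 5 there were 10348 gained and 7205 lost sites, and with a pileup of at least 5 times the background there were 12290 gained and 4849 lost sites. Leaving out a library gave between 2905 and 4045 strong gained sites, and between 1577 and 3088 strong lost sites. Without TWEAK replicate 1 the order reversed, with 2905 strong gained and 3088 strong lost sites; when any other single library was left out, strong gained sites remained more numerous.

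Because peaks were of fixed width and did not overlap, a peak placed slightly differently in the lists can make an accessible region appear gained or lost. The distance from each site to the nearest peak of a library that lacked it was therefore measured, a check chosen after the data were seen. A peak of an untreated library lay within 500 bp of 27.5% of gained and 28.4% of strong gained sites. A TWEAK peak lay within 500 bp of 34.1% of lost and 57.5% of strong lost sites. For strong sites of the other patterns the share was between 65.4% and 87.2%. Without such neighbours there were 1301 strong gained and 274 strong lost sites, and between 30 and 168 strong sites in each other pattern. Such a neighbour need not be the same peak at another place, since the libraries that had the site often had the neighbour too. Close peaks that overlapped no peak of those libraries were found for 81 of the 516 strong gained and 55 of the 371 strong lost sites with a neighbour.

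By footprinting, the study reported more NF-kB and AP-1 footprints in TWEAK-treated triple-negative cell lines and in Fn14-high triple-negative tumours. The consensus motifs of these factors were therefore counted in the sites. The NF-kB motif was found in 2222 of 11080 gained sites (20.1%, 95% Wilson interval 19.3 to 20.8) and in 499 of 11664 lost sites (4.28%, 3.93 to 4.66). The odds ratio was 5.61 (95% interval 5.07 to 6.21, Fisher's exact test with Benjamini-Hochberg adjustment over 14 motifs, p = 1.38e-311). The AP-1 motif was found in 1842 gained sites (16.6%, 15.9 to 17.3) and in 572 lost sites (4.90%, 4.53 to 5.31). Its odds ratio was 3.87 (95% interval 3.51 to 4.26, Fisher's exact test with the same adjustment, p = 2.45e-187). In the other patterns the shares were 5.12% for NF-kB and 7.23% for AP-1, and in sites present in all 4 libraries they were 5.96% and 10.6%. The lost sites were therefore below the other patterns for both motifs.

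The same comparison was made between complementary sets of the splits that do not follow the treatment. For NF-kB those odds ratios were 0.801 and 0.928, and for AP-1 they were 0.805 and 0.856. Both treatment odds ratios were farther from 1 than these. Among strong sites, the NF-kB motif was present in 41.1% of gained and 3.57% of lost sites, compared with 6.19% in strong sites of the other patterns. For AP-1 the shares were 17.3%, 6.05% and 6.57%. Across alternatives that kept all libraries, the NF-kB odds ratio ranged from 4.65 to 7.99 and the AP-1 odds ratio from 2.56 to 4.76. Leaving out TWEAK replicate 2 gave the lowest values, 2.82 for NF-kB and 2.23 for AP-1. The NF-kB odds ratio was 3.48 without TWEAK replicate 1, and AP-1 gave 2.53.

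Of the 14 motifs, 9 differed between gained and lost sites at an adjusted p under 0.05, with 6 more frequent in gained sites and 3 more frequent in lost sites. Beside NF-kB and AP-1, the NFE2/small MAF motif was found in 2.56% of gained and 0.797% of lost sites, with an odds ratio of 3.27. Among strong sites no difference was found, with 2.09% of gained and 2.02% of lost sites and an odds ratio of 1.04 (95% interval 0.550 to 1.962, Fisher's exact test with the same adjustment, p = 1). Strong sites of the other patterns held this motif in 0.884%. Against them the odds ratio of strong gained sites was 2.394 (95% interval 1.292 to 4.435, Fisher's exact test with the same adjustment, p = 0.00824). For strong lost sites it was 2.305 (Fisher's exact test with the same adjustment, p = 0.0769). The NFE2/small MAF consensus contains the AP-1 consensus, so sites with it are a subset of the AP-1 sites. The TFAP2 motif went the other way, with 8.79% of gained and 12.4% of lost sites and an odds ratio of 0.678.

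**Figure D2:**
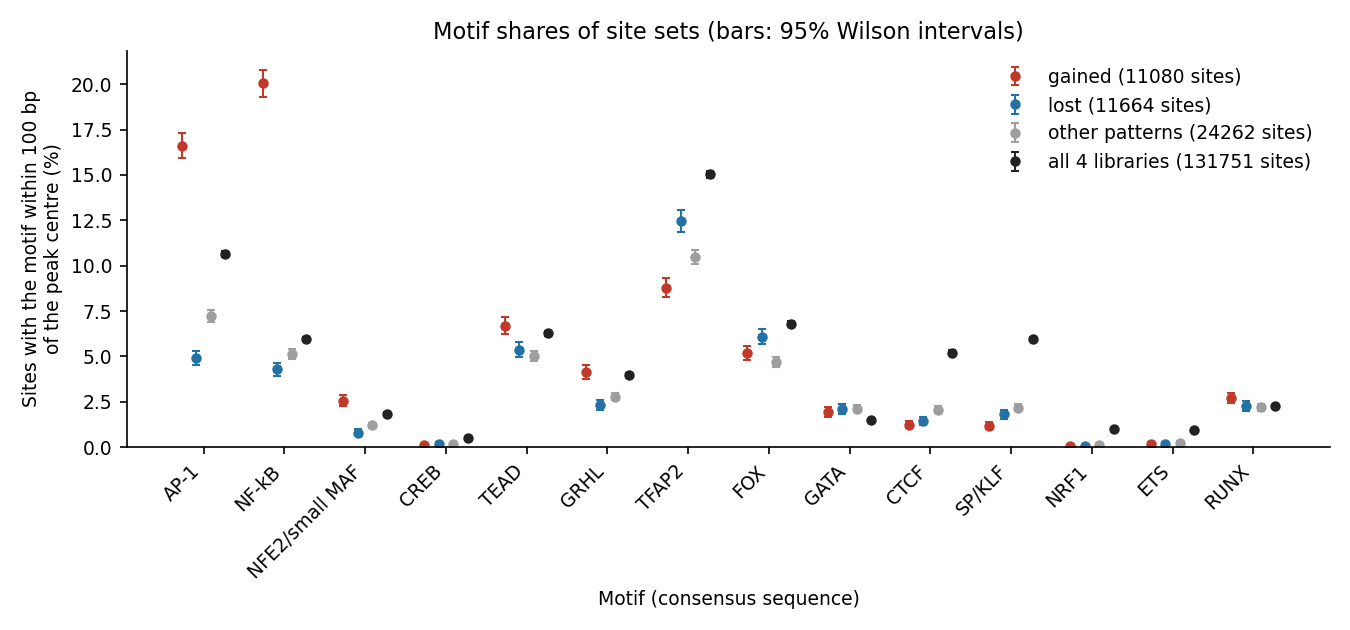
Share of sites (y axis, percent) with each of 14 consensus motifs (x axis) within 100 bp of the peak centre, for gained sites, lost sites, the other patterns of 2 libraries and sites in all 4 libraries. Points are shares and bars are 95% Wilson intervals; NF-kB stands at 20.1% of gained sites and 4.28% of lost sites.

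The genomic distribution of the sites was compared next. Introns and intergenic sequence held 86.1% of gained, 82.8% of lost and 76.7% of sites present in all 4 libraries. Promoters held 10.7% of gained and 12.6% of lost sites, an odds ratio of 0.831 (95% interval 0.766 to 0.901, Fisher's exact test, p = 7.94e-06). Splits that do not follow the treatment gave promoter odds ratios of 0.877 and 1.21, the latter as far from 1. Without untreated replicate 1 the direction changed, to an odds ratio of 1.07. Over all sites, the promoter difference between gained and lost sites was thus not larger than that between complementary sets of the other splits. Against the other patterns the odds ratio of gained sites was 0.639 and that of lost sites was 0.769. Among strong sites, promoters held 12.6% of gained and 24.0% of lost sites, an odds ratio of 0.456 (95% interval 0.363 to 0.572, Fisher's exact test, p = 3.45e-11). Against strong sites of the other patterns, of which promoters held 35.7%, the odds ratio of strong gained sites was 0.260 (95% interval 0.219 to 0.309, Fisher's exact test, p = 1.48e-57). That of strong lost sites was 0.570 (95% interval 0.463 to 0.702, Fisher's exact test, p = 6.53e-08). Strong sites of the other splits, a comparison added after the data were seen, gave 1.01 and 1.67, the latter with a 95% interval of 1.20 to 2.31. Among strong sites without a close neighbour, promoters held 5.23% of gained, 6.20% of lost and 11.2% of sites of the other patterns.

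Sites near the 34 listed genes of the TWEAK and NF-kB pathways were more frequent among gained sites. Within 100 kb of their start sites lay 87 gained sites (0.785%) and 56 lost sites (0.480%), an odds ratio of 1.64 (95% interval 1.17 to 2.30, Fisher's exact test, p = 0.00419). A distance of 50 kb gave 2.01, and the other patterns as the reference gave 1.32. The other splits both gave 0.826, whose distance from 1 lies within the interval of the treatment split. Among strong sites the odds ratio was 1.78 (Fisher's exact test, p = 0.357), from 20 gained and 4 lost sites. Without TWEAK replicate 2 the odds ratio was 1.124.

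At the 12 loci fixed in advance, sites within 100 kb of a start site were counted. More gained than lost sites were found at 7 loci, fewer at 3 and equal numbers at 2. At TNFAIP3 there were 5 gained and 0 lost sites among 35, and at NFKB2 there were 3 gained and 0 lost sites among 46. At NFKBIA the counts were 4 gained and 1 lost among 60, and at BIRC3 they were 4 and 2 among 40. The receptor gene TNFRSF12A had 3 gained and 0 lost sites among 75, ITGAV had 2 and 0 among 19, and KIF18A had 1 and 0 among 5. At MAFG there were 3 gained and 8 lost sites among 151, at RELB 1 and 3 among 86, and at TNFSF12 1 and 1 among 54. ERBB2 had 4 gained and 5 lost sites among 240, the most sites of these loci. Peaks covered 40.1% of the 200 kb around the ERBB2 start site and 28.8% around that of MAFG, on average over the lists, compared with 0.814% to 14.6% at the remaining loci. Among loci with more gained than lost sites, strong gained sites numbered 0 at TNFAIP3, TNFRSF12A, ITGAV and KIF18A. They numbered 1 each at NFKB2, NFKBIA and BIRC3. At the remaining loci they numbered 2 at NAMPT, 1 each at MAFG and RELB, and 0 at TNFSF12 and ERBB2. Strong lost sites numbered 4 at ERBB2, 1 at MAFG and 0 at the other loci. The gained sites counted for TNFRSF12A had IL32 or ZSCAN10 as their nearest gene. Those of NFKB2 had GBF1 or PSD, that of KIF18A had METTL15, and some of BIRC3 had BIRC2. At TNFSF12, RELB and ERBB2 they were also nearest to other genes. At TNFAIP3, NFKBIA, ITGAV and NAMPT they were nearest to the named gene. The counts of gained and lost sites are small, and no test was run on a single locus.

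NAMPT lies on the minus strand of chromosome 7 from 106248298 to 106285966 (hg38, ENSG00000105835.13). Within 100 kb of its start sites there were 45 sites, of which 19 were present in all 4 libraries, 3 were gained and 3 were lost. The gained site at 106216420 to 106216941 was strong, intergenic, 69025 bp from the start of the gene at 106285966 and 37935 bp from the nearest annotated start site, which is internal, and held an AP-1 motif. The untreated peaks beside it, the nearest 233 bp away, overlapped a peak in both TWEAK libraries, so this neighbour was shared by all 4 libraries. The gained site at 106354803 to 106355313, also strong and intergenic, had no untreated peak within 9923 bp and neither motif. The gained site at 106346476 to 106347042 was weak, with rank percentiles of 11.2 and 17.9. The lost sites all lay below the 50th percentile in both untreated libraries. The study reported a super-enhancer downstream of the NAMPT promoter, whose activity TWEAK induced in triple-negative cells only. It reported no induction of NAMPT by TWEAK in HER2 lines. Whether any gained site found here lies in that super-enhancer was not examined.

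**Figure D3:**
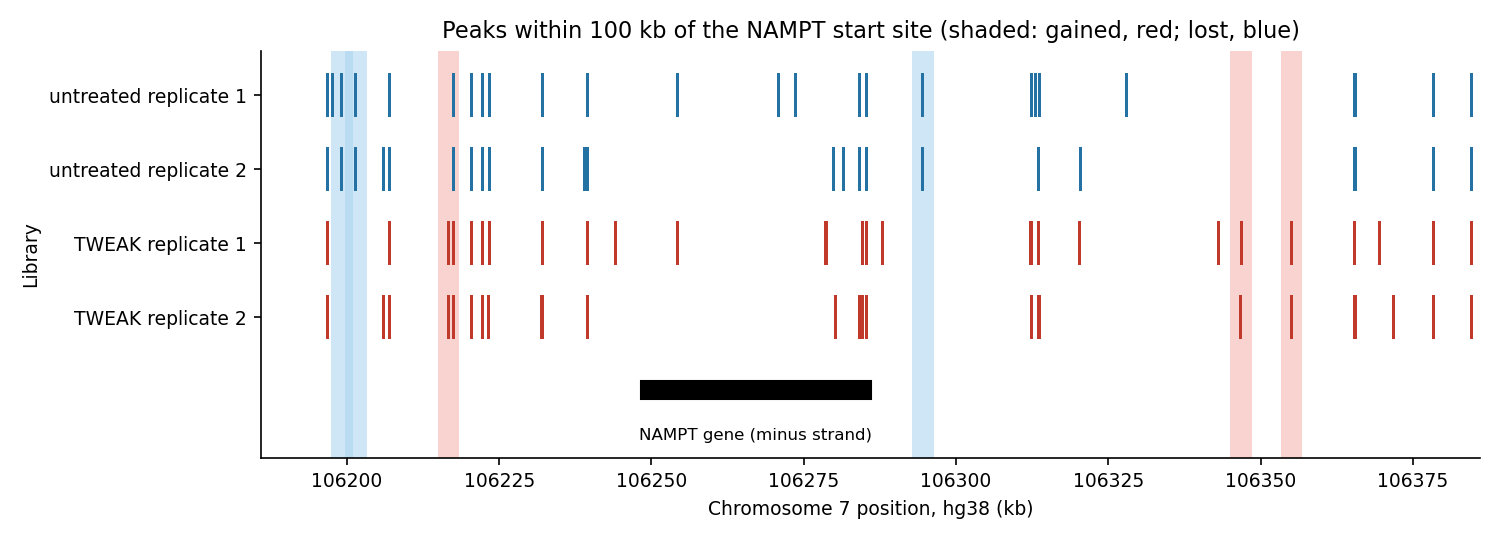
Peaks within 100 kb of the NAMPT start site on chromosome 7 (x axis, hg38 position in kb) in each of the 4 libraries (y axis), with the gene as a black bar. Shading marks 3 gained sites in red and 3 lost sites in blue and is drawn wider than the sites.

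Most of the highest-ranked gained and lost sites had a close neighbour in the other treatment. All 5 named gained sites had an untreated peak within 7 to 325 bp, and 4 of the 5 named lost sites had a TWEAK peak within 500 bp. The first gained site, on chromosome 19 from 18496177 to 18496680, lay in an intron with ELL as the nearest gene, 45 bp from an untreated peak. The others were on chromosome 17 at 79745552 to 79746065 (intergenic, nearest gene ENPP7), chromosome 7 at 22572232 to 22572744 (exon, STEAP1B), chromosome 6 at 26538085 to 26538601 (promoter, HMGN4) and chromosome 1 at 102836927 to 102837433 (intergenic, COL11A1). The first lost site, on chromosome 8 from 118621024 to 118621555, lay in the promoter of SAMD12, 168 bp from a TWEAK peak. The others were on chromosome 9 at 12784471 to 12785013 (intron, LURAP1L), chromosome 10 at 132407140 to 132407691 (intron, PWWP2B), chromosome 10 at 79275397 to 79275908 (intron, ZMIZ1) and chromosome 4 at 169070679 to 169071186 (intergenic, CBR4). Only the ZMIZ1 site, 744 bp from the nearest TWEAK peak, was without a close neighbour. Within 500 bp of the 10 named sites, every peak of the other treatment overlapped a peak of the site's own treatment.

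When sites with such a neighbour were set aside, a choice made after the values were seen, the highest-ranked gained site lay in an intron of chromosome 7 at 71613286 to 71613797. Its nearest gene was GALNT17, it held an NF-kB motif, and the nearest untreated peak was 8035 bp away. The next, on chromosome 17 at 41431530 to 41432059, was intergenic near KRT37, without an NF-kB or AP-1 motif. The nearest untreated peak was 5692 bp away.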

Values the study reported

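In the study, TWEAK treatment of triple-negative breast cancer cell lines was reported to raise accessibility at 4186 loci and to lower it at 550 loci. More than 90% of those loci were placed in introns or between genes. The loci that changed in the triple-negative lines were described as largely unchanged in SKBR3. The study also showed sites whose accessibility changed with TWEAK in SKBR3 itself. It described these as not apparently different between triple-negative tumours and normal tissue. The counts and the share above belong to other cell lines and rest on a test of read counts.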

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

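Windows of 50 bp, the filter on pileup and the merging of peaks up to 500 bp apart were chosen after the data were seen. The other alternatives were planned. Under the alternatives run for each that kept the 4 libraries, the Jaccard difference, the treatment split ratio and the NF-kB, AP-1, promoter and listed-gene odds ratios kept their direction and their side of the threshold. Merging was not run for the Jaccard difference, the replicate block was not run for the odds ratios, and the GC and rank model was run only for the motifs. The Jaccard difference ranged from 0.0211 to 0.0447, the split ratio from 1.68 to 2.60, the NF-kB odds ratio from 4.65 to 7.99, the AP-1 odds ratio from 2.56 to 4.76, the promoter odds ratio from 0.639 to 0.910 and the listed-gene odds ratio from 1.32 to 2.05. For the Jaccard difference and the split ratio no test in this design can pass 0.05, so their side of the threshold says nothing. Gained sites ranged from 7977 to 14229 and stayed within 1.5 times the main count.

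The sign of the difference in peak number reversed, to 906.5 with a -log10 p of at least 5 and to 12579.5 with a pileup of at least 5 times the background. Both settings remove weak peaks, and the cause was not tested. The filter on pileup left 142227 and 157020 peaks in untreated replicates 1 and 2, and 158330 and 166076 in TWEAK replicates 1 and 2. It thus fell harder on the untreated lists, whose median enrichment was lower. Lost sites fell from 11664 to 7205, 4849 and 7656 with a -log10 p of at least 5, a pileup of at least 5 times the background and peaks merged up to 500 bp apart. Strong lost sites fell from 645 to 262, 220 and 265 under the same settings. Windows of 50 bp raised strong gained sites to 3051 and strong lost sites to 1828, since narrower windows overlap less often. Above the 75th percentile there were 278 strong gained and 129 strong lost sites, fewer by construction. The other patterns held 63, 92, 105 and 135 such sites.

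Leaving out a library relaxes the definition of a site set, so counts rose by construction. Across the 4 comparisons that each left out a library, gained sites numbered from 19171 to 34394, lost sites from 19501 to 46774, strong gained sites from 2905 to 4045 and strong lost sites from 1577 to 3088. Without TWEAK replicate 1, strong lost sites outnumbered strong gained sites, 3088 against 2905. The peak number difference ranged from -23171.5 to -151.5, the Jaccard difference from 0.00941 to 0.0534 and the split ratio from 1.04 to 2.002. The NF-kB odds ratio ranged from 2.82 to 3.90, the AP-1 odds ratio from 2.23 to 3.88 and the listed-gene odds ratio from 1.124 to 1.54. The promoter odds ratio ranged from 0.756 to 1.07, and the change of direction came without untreated replicate 1. The lowest split ratio, 1.04, also came without untreated replicate 1, the deepest library, and the highest, 2.002, without TWEAK replicate 1. With 3 libraries differences in depth do not cancel, but whether depth moved the ratio was not tested.

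The groups share replicate numbers, but peak presence showed no pairing of the libraries by number. Over sites, the difference in presence between untreated replicates 1 and 2 correlated with that between TWEAK replicates 1 and 2 at 0.0141. This check cannot exclude a day or batch shared by libraries of the same number. With the replicate block, the peak number difference was -11661.5, from 10006 in replicate 1 and -33329 in replicate 2. The Jaccard difference with the block was 0.0301 and the split ratio with the block was 1.86.

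Windows of 250 bp to each side of the summit, chosen in advance, were identical to the deposited peaks by construction and gave no value of their own. Depth limits the absence of a peak: a peak needed a pileup of 2.79 times the background in the deepest library and of 3.79 times in the shallowest, so a site absent from TWEAK replicate 2 may be accessible below that threshold. The fall of lost sites to 4849 at a pileup of at least 5 times the background may reflect such a limit. That filter also left fewer peaks in each untreated library than in each TWEAK library, so depth cannot be named as the source.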

Other observations

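Among the tests reported here, the comparisons of motifs, promoters and listed genes over the other splits, the neighbours of gained and lost sites, the chromosome shares of weak peaks and the covered share of ERBB2 were chosen only after the results were seen. So was the merging of peaks up to 500 bp apart, although what it should show was written down before its value was known. The geometric means, the strong sites and the count of splits were planned measures, but what they should show of an explanation was written after their values were seen. The chromosome range, the GC and rank adjustment and the AP-1 comparison without NF-kB sites were set before their values were seen. The promoter comparison over strong sites of the other splits, that over strong sites without a close neighbour, the overlap of neighbours with other peaks and the gaps to shared neighbours were added after the other results, and what each should show was written before its values were seen. For the comparison of strong gained sites with strong sites of the other patterns, what the other splits should show was written after. The demand that intervals, and not only odds ratios, be apart was added to the promoter comparisons after values were seen. It left open what would otherwise have counted as excluded for the other splits, and as met for sites without a neighbour, and it was applied to every comparison over the other splits.

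The excess of sites that followed the treatment split may reflect the treatment. Unequal depth alone argues for equal geometric means of complementary patterns, provided that site and library effects are additive on the logit scale, and the ratio of those means was 1.97. In simulations without a treatment effect, that ratio lay between 0.957 and 1.09. Additive effects were built into those simulations, so they cannot show whether the proviso holds for these lists. Weak calls near the threshold were not the whole source, since the ratio among strong sites was 3.11. Above the 75th percentile gained sites, 278, still outnumbered every other pattern. Lost sites there, 129, were fewer than the 135 shared by untreated replicate 1 and TWEAK replicate 1. Merging peaks up to 500 bp apart gave a ratio of 2.18, against shifted peak centres as the whole source. The lowest ratio of the 23 chromosomes was 1.47, on chromosome 8, against background on a few chromosomes. Of the 3 splits, 1 gave as many sites, the treatment split itself, and with 3 splits this cannot be told apart from chance.

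The NF-kB motif was more frequent in gained than in lost sites, and GC content and strength did not account for it, with an adjusted odds ratio of 5.12. Complementary sets of the other splits differed by an odds ratio of 0.801 at most. Gained sites without an untreated peak within 500 bp held the motif in 22.4%, more than the 13.99% of gained sites with such a neighbour, and strong gained sites without a neighbour held it in 47.0%. For the AP-1 motif the adjusted odds ratio was 3.43. Among sites without an NF-kB motif it was 4.14, so shared sites were not the source. A candidate explanation, as a hypothesis, is that TWEAK opens sites bound by NF-kB and AP-1 factors in SKBR3 too, largely at separate sites. Among gained sites AP-1 was present in 13.1% of those with and 17.5% of those without an NF-kB motif. The hypothesis was found and tested on the same 4 libraries. The study holds other evidence on HER2 lines, SKBR3 included. Its immunoblots showed non-canonical NF-kB activation by TWEAK in every line tested, but JNK induction in triple-negative lines only. Its RNA data placed NF-kB and AP-1 pathways among those enriched in HER2 lines too. Fn14 protein was reported as low in HER2 lines.

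The promoter and listed-gene differences have less behind them. For promoters the other splits differed by an odds ratio of up to 1.21, as far from 1 as the treatment split, so a difference between any complementary sets of sites may explain it. Among strong sites the odds ratio of gained against lost sites was 0.456, and the other splits gave 1.67 at most. That is nearer 1 than the interval of the treatment split, but its own interval reaches 2.31, so against lost sites this explanation cannot be told apart from an effect of the treatment. Close peaks cannot be told apart either, since without them the odds ratio was 0.834 with an interval of 0.482 to 1.44. Against strong sites of the other patterns the odds ratio of strong gained sites was 0.260, and its interval, up to 0.309, is farther from 1 than the other splits and their intervals. Without close peaks it was 0.436, with an interval up to 0.646. Neither explanation alone therefore accounts for the low promoter share of strong gained sites against the other patterns. Both together were not tested. For the listed genes the other splits gave 0.826, whose distance from 1 lies within the interval of the treatment split, and the same explanation stays open.

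Strong lost sites lay beside a TWEAK peak in 57.5% of cases, more than the 34.1% of all lost sites. A TWEAK peak called at another place, clear of every untreated peak, was not the main source. Of the strong lost sites with such a neighbour, 14.8% had one that overlapped no untreated peak, with an interval of 11.6 to 18.8%. The remaining neighbours overlapped an untreated peak by at least 1 bp. A displaced peak that reached an adjacent untreated peak would be counted among these, so displacement as such is not excluded. A further candidate source is the lists themselves, in which peaks never overlap. A small shift could make a peak overlap its neighbour and be dropped from the list. Of the gaps to shared neighbours, 60.1% were within 220 bp, the 95th percentile of the shift between the untreated peaks of strong lost sites. The median gap, 182.5 bp, was however wider than the median shift of 18 bp, so this stays a candidate for part of the sites. The share with a neighbour was 28.4% for strong gained sites, and no biological explanation was tested for the difference from strong lost sites. For all gained sites it was 27.5%. In each other pattern close peaks were also more frequent among strong sites, at 65.4% to 87.2%, than among all sites, at 36.8% to 50.8%. The rise was therefore not particular to lost sites, and strong lost sites lay below the strong sites of those patterns.

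Weak peaks were concentrated on chromosomes 7, 8 and 20. These chromosomes held between 30.5% and 32.5% of the lowest-ranked peaks, up to the 25th percentile, and between 16.4% and 17.0% of peaks above the 75th percentile. The lowest of the 4 ratios of these shares was 1.86. Lost sites and other patterns had 28.2% and 28.1% on these chromosomes, gained sites 17.5% and sites in all 4 libraries 20.8%. A background that does not vary along the genome could produce this over copy-gained chromosomes, but copy number was not analysed here and the chromosomes were picked for the pattern, so this explanation cannot be told apart from others.

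Around ERBB2, which is amplified in SKBR3, peaks covered 40.1% of the region within 100 kb of the start site, averaged over the lists, more than 99.9% of the 200 kb windows that held a peak. The median window was covered at 2.44%. Of the 20 windows with the highest coverage, 16 were on chromosome 8 and 4 on chromosome 17, and those on chromosome 17 lay between 39200001 and 40200000, around ERBB2. Peaks there may mark amplified background as well as accessible sites, at 40.1% coverage, which cannot be told apart without copy number. MAFG had 28.8% coverage, and the remaining named loci had between 0.814% and 14.6%. Gained and lost calls at ERBB2 and MAFG should therefore be read with more caution than those at the other loci. Whether they are weaker evidence was not tested, and amplification at MAFG was not examined.

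Gained sites numbered 11080 here. That is higher than the value quoted from the study above, which was for other cell lines and another test. Lost sites numbered 11664 here. That is also higher than the value quoted from the study above.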
